A study of Mus musculus with 2 samples. Its data were reported in "LRPPRC-mediated folding of the mitochondrial transcriptome" (2017).

How the data were processed

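PAR-CLIP was carried out on mouse embryonic fibroblasts (MEFs), which are connective-tissue cells cultured from embryos, from transgenic mice that carry LRPPRC with a FLAG epitope tag. LRPPRC is a mitochondrial RNA-binding protein. In PAR-CLIP, cells take up 4-thiouridine (4TU), a uridine analogue that forms a covalent bond with a bound protein under ultraviolet light. The tagged protein is then recovered with an antibody against FLAG, and its RNA is sequenced. A crosslinked 4TU is read as C, so that T-to-C changes mark the place of contact.

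The series holds 1 experimental and 1 control sample, and the binding sites of the experimental sample were analysed. The sites of the control sample were not analysed here. According to the methods of the study, the authors removed PCR duplicates by random barcodes, trimmed adapters with cutadapt, and aligned the reads with Bowtie to the mm10 genome in which nuclear copies of mitochondrial DNA had been masked. Crosslinked regions were called by the authors with BMix, a mixture model that separates crosslink-induced T-to-C changes from sequencing errors and variants, with a minimum coverage, a minimum posterior probability and parameters fitted for each strand. The deposited list gives the chromosome, start, end and strand of each site. The score and name columns deposited by the authors were 0 in every line, so the list gave no coverage or probability for any single site. Sites could therefore be described and ranked only by position and width. Beyond the minimum that the caller required, the depth behind each site was not in the list. The study plotted normalised coverage at crosslinked positions, but those values were not used here. A base outside every site could be unbound, or bound but too thinly read.

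Several properties of this processing bear on the measurements. A call needs a U, so sequence poor in U could be missed. Masking the nuclear copies sends reads shared with the mitochondrial genome to the mitochondrial sequence. Reporting 1 alignment for a read with several places puts repeat-derived reads at an arbitrary copy.

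Starts were read as 0-based and converted to 1-based positions. Positions are those of mm10, whose mitochondrial sequence was 16299 nt long in the reference used. Mitochondrial genes and nuclear genes were taken from GENCODE vM21, and nuclear tRNA genes from RefSeq. Genes overlapping on 1 mRNA (Atp8 with Atp6, and Nd4l with Nd4) were joined, which gave 11 mRNAs, 2 rRNAs and 22 tRNAs. The plus strand of the reference has the sequence of 10 of these mRNAs and of both rRNAs. These mRNAs are called heavy-strand-encoded here, and Nd6 is the mRNA of the minus strand.

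The covered share of an RNA class was the share of its bases lying in a site on the same strand. It was set beside the values under all 16299 circular shifts of the sites around their own strand, which keep the widths and spacing of the sites. The percentile of the observed value among the shifts is a description of this list. It is not a p-value, because neighbouring shifts are similar and because the list comes from 1 library. Percentiles under 2.5 or above 97.5 are outside the central 95% of shifts. For the 16S rRNA, shifts ran within the transcript. The ends of an mRNA were counted as having a site when 1 lay within 50 nt on the same strand. Words of 4 nt were counted wholly inside sites, and words with a mean of at least 10 over the shifts were kept. Intervals for shares are 95% Wilson intervals. They cover counting error only and treat bases or sites as independent, which the bases of 1 site are not.

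Sites outside the mitochondrial genome were assigned to 1 annotation each, in a fixed order from small RNA genes through exons and introns to the opposite strand of a gene. Their sequences were compared with the mitochondrial genome with blastn 2.17.0, and a match needed at least 90% identity over at least 90% of the site. Repeats were read from the lower-case letters of the reference, and 10000 random positions of the same widths served for comparison. The 12 sites on unplaced sequences were left out of both steps. Unpaired probabilities were predicted with RNAplfold 2.7.2 on the plus strand, in windows of 150 nt with pairs up to 100 nt apart, which takes no account of transcript processing. Other steps used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pysam 0.24.0, and samtools 1.23.1.

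The shift procedure was tested on the listed sites and on simulated ones. With the listed sites and the heavy-strand-encoded mRNA bases, 0 of 50 shifts differed from direct counting. The rRNA and tRNA classes were not checked in this way. For the covered share of mRNA bases, 6% of 200 randomly rotated patterns fell outside the central 95% of shifts, and 76% of 200 patterns placed in mRNAs lay above that range. A rotated pattern is itself among the shifts, so the 6% is largely fixed by construction. It checks the computation and does not test whether the range suits real sites. For the word comparison, the planted word had the highest ratio in 45 of 50 simulations. Each simulated site was centred on the planted word and was shorter than any mitochondrial site in the list. The minimum mean count of a word was also lower. That result checks the computation and does not measure how well a word would be found in the listed sites.

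The comparisons, their alternatives and the rule for naming items were fixed before the data were examined. The RNAs named are the 3 with the highest and the 3 with the lowest covered share, both rRNAs, the 2 bicistronic mRNAs and Nd6. The sites named are the 5 widest on the mitochondrial genome, the 5 widest elsewhere, those with at least 50% of their width in a tRNA and those covering an overlap of reading frames. The words named are the 3 with the highest and the 3 with the lowest ratio. Other items are said to be chosen after their values were seen. The alternatives covered site merging, wider sites only (at least the median width of all sites for the count of all sites, and of the mitochondrial sites for the rest), strand, windows, random placement, distances, trimming, word length and background. MEME, which the study used for motifs, was not used here.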

Results

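The series comprised 1 experimental and 1 control PAR-CLIP sample, and the sites of the experimental sample are described. The PAR-CLIP list of LRPPRC-FLAG in MEFs held 552 sites from 1 library, so the values below have no replicates and no spread between replicates could be given. Of these sites, 48 (8.70%) lay on the mitochondrial genome and 504 lay on nuclear chromosomes or unplaced sequences. The count of all sites moved most when only those at least as wide as the median of all sites (80.5 nt) were kept, which left 276. The mitochondrial sites were 58 to 688 nt wide with a median of 147.5 nt, and the other sites were 15 to 849 nt wide with a median of 77 nt.

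To place binding on the 2 strands of mitochondrial DNA, the sites were divided by strand. The plus strand held 39 of the mitochondrial sites and the minus strand 9. Sites covered 8337 bases (51.2%) of the plus strand and 1167 bases (7.16%) of the minus strand, so that 87.7% of site bases were on the plus strand. Counted by sites, this share was 81.2%. The control region, at positions 15423 to 16299 of the mitochondrial genome, had 0 covered bases on the plus strand and 0 on the minus strand.

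**Figure D1:**
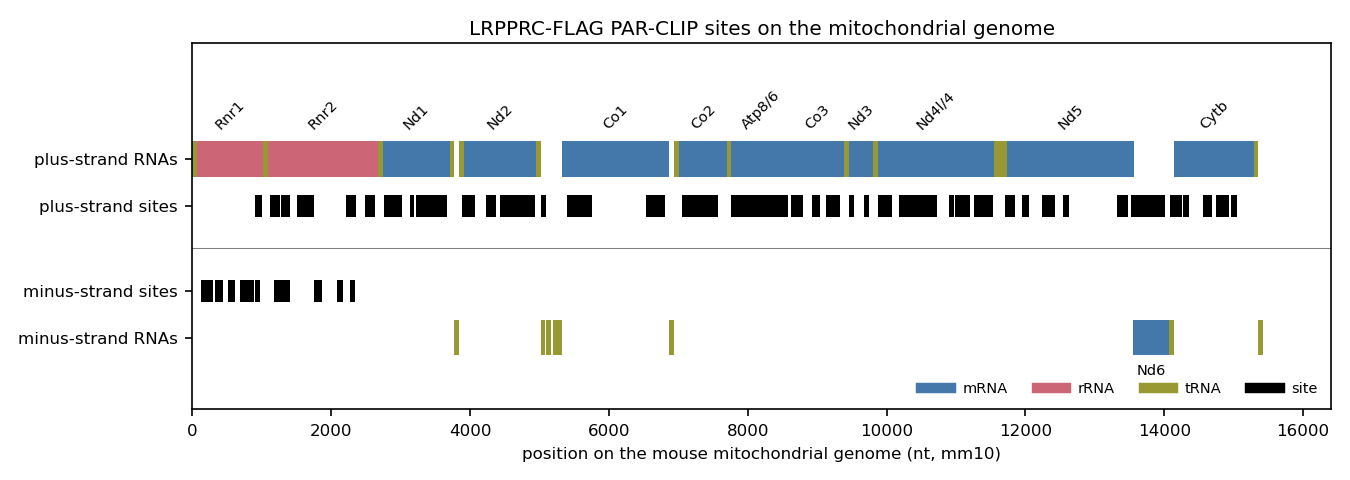
Genes and PAR-CLIP sites along the mouse mitochondrial genome, with position in nt on the horizontal axis, RNAs coloured by class and sites in black, each on its own strand. Of the 39 plus-strand sites, all but 1 have bases in a plus-strand mRNA or rRNA, and the 9 minus-strand sites lie between positions 127 and 2341, opposite the rRNAs.

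The first comparison asked whether LRPPRC sites favour 1 class of mitochondrial RNA. Sites covered 6791 of the 10833 bases of heavy-strand-encoded mRNAs, a share of 62.7% (95% Wilson interval 61.8 to 63.6%). The mean over circular shifts was 51.2%, and the observed share was at percentile 99.1, outside the central 95% of shifts. The value moved most when only sites at least as wide as the mitochondrial median were kept, to 51.1%. Without Nd4l/4, the mRNA with the most covered bases, the share was 59.9% at percentile 97.3, inside the central 95% of shifts. In rRNAs 906 of 2537 bases were covered, a share of 35.7% (33.9 to 37.6%) against a shift mean of 51.2%. This was at percentile 16.9, within the central 95% of shifts. With strand ignored the rRNA share was 67.5%, at percentile 88.2. In tRNAs 61 of 1500 bases were covered, a share of 4.07% (3.18 to 5.19%). The shift mean for tRNAs was 35.05%, and the observed share was at percentile 0.233, outside the central 95% of shifts.

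**Figure D2:**
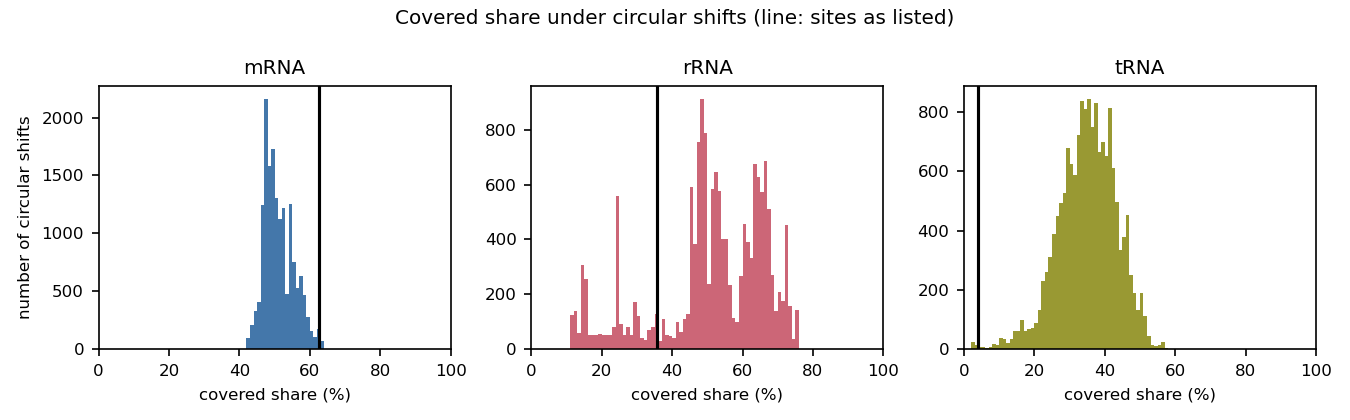
Distribution of the covered share (%) of mRNA, rRNA and tRNA bases over the 16299 circular shifts of the sites, with the number of shifts on the vertical axis and a black line at the value for the sites as listed. The lines stand at 62.7% for mRNAs, 35.7% for rRNAs and 4.07% for tRNAs.

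Counting sites in place of bases, 2 of the 48 sites (4.17%, 95% Wilson interval 1.15 to 13.98%) overlapped a tRNA on the same strand, against a shift mean of 18.0%. The observed share was at percentile 0.0337, outside the central 95% of shifts. No site had at least 50% of its width in a tRNA, and at that overlap the percentile was 9.81, within the central 95% of shifts. The 2 overlapping sites, named after their values were seen, lay at 3882 to 4064, with 32 bases in mt-Tm, and at 11713 to 11852, with 29 bases in mt-Tl2. Both extended into the mRNA downstream, Nd2 and Nd5 respectively.

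The covered share was then given for each mRNA and rRNA. The bicistronic Atp8/6 mRNA (positions 7766 to 8607) had the highest share, with 96.4% of its 842 bases in sites. It was followed by the bicistronic Nd4l/4 mRNA (9877 to 11544) with 78.2% of 1668 bases and by Co2 (7013 to 7696) with 77.5% of 684 bases. The lowest shares were 0% in Nd6 (13552 to 14070, minus strand, 519 bases), 9.74% in the 12S rRNA, Rnr1 (70 to 1024, 955 bases), and 38.3% in Nd5 (11742 to 13565, 1824 bases). The 16S rRNA, Rnr2 (1094 to 2675), had 51.4% of its 1582 bases in 5 sites. On the strand opposite Nd6, 459 bases (88.4% of its length) lay in a site.

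**Figure D3:**
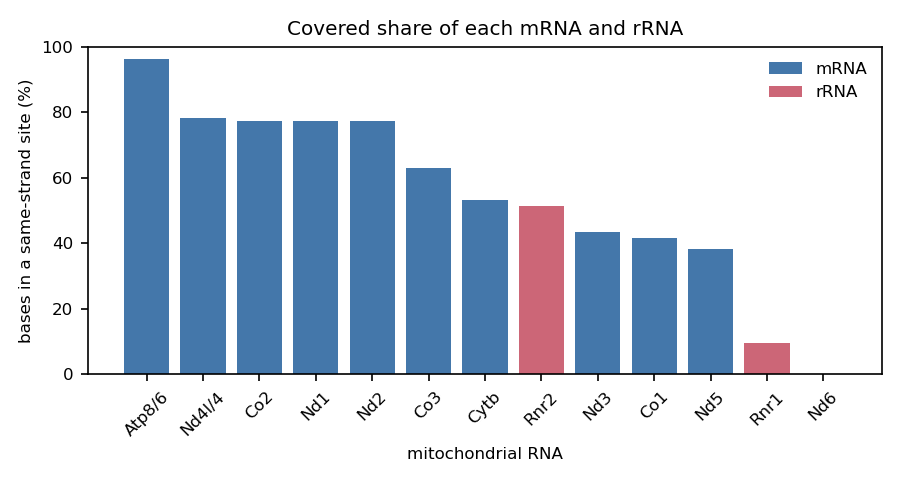
Covered share (%) of each mRNA and rRNA by sites on its own strand, as bars from 0, with mRNAs in blue and rRNAs in red. Atp8/6 stands highest at 96.4%, and Nd6 has a share of 0%.

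The 5 widest mitochondrial sites were all on the plus strand. The widest, 688 nt at 7766 to 8453, covered the whole of Atp8 and 527 bases of Atp6. The next lay at 10182 to 10720 in Nd4 (539 nt), 7049 to 7578 in Co2 (530 nt) and 4429 to 4939 in Nd2 (511 nt). The fifth, at 13516 to 14010 (495 nt), had 50 bases in Nd5 and 459 opposite Nd6. The genes named for these sites are protein-coding. The plus-strand site with no base in a plus-strand mRNA or rRNA, named after its values were seen, lay at 5018 to 5091, with 69 bases opposite mt-Ta and 3 opposite mt-Tn.

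In the 16S rRNA, the question was whether sites gather near the ends of the transcript. Of its 813 site bases, 507 (62.4%) lay within 396 nt of either end, at positions up to 1489 or from 2280. The mean of shifts within the transcript was 50.1% and the percentile was 69.3, within the central 95% of shifts. Alternatives gave values on both sides of the shift mean. By site midpoint the share was 80.0% of the 5 sites, at percentile 90.7. With only sites at least as wide as the mitochondrial median, which left 2 of the 5 sites, the share was 37.9%, at percentile 36.4.

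The overlaps of reading frames in the bicistronic mRNAs were examined next. The Atp8 and Atp6 frames share 43 bases at 7927 to 7969, and all 43 were in the site at 7766 to 8453. The Nd4l and Nd4 frames share 7 bases at 10167 to 10173, and 0 of these were in a site. They lay between a site ending at 10085, 81 nt upstream, and a site starting at 10182, 8 nt downstream. Thus 1 of the 2 overlaps was covered, and the mean over shifts was 1.13.

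At the ends of mRNAs, 14 of 22 ends (63.6%) had a site within 50 nt, against a shift mean of 64.8% and at percentile 43.1. Of the 11 5′ ends, 9 had a site (81.8%, percentile 91.0), and of the 11 3′ ends, 5 had a site (45.5%, percentile 6.42). All of these values were within the central 95% of shifts.

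The base composition of the sites was read on the strand of each site. U made up 29.8% of site bases, against a shift mean of 29.4%, at percentile 77.4. The other bases were A with 33.8% (shift mean 33.8%, percentile 50.5), C with 24.6% (22.9%, percentile 99.8) and G with 11.8% (13.8%, percentile 0.273). The C and G shares were outside the central 95% of shifts, and the U and A shares were within it. Among plus-strand sites alone the U share was 28.3%, at percentile 18.3, so the direction of the difference in U depended on the minus-strand sites. In these U made up 40.4%, against a shift mean of 34.5%, at percentile 99.8, outside the central 95% of shifts.

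Among 232 words of 4 nt, CACU had the highest ratio of its count in sites to the shift mean (68 against 46.9, ratio 1.45). It was followed by UCCC (46 against 33.0, ratio 1.40) and AGUC (26 against 18.7, ratio 1.39). The lowest ratios were those of AGUG (4 against 13.9, ratio 0.287), UGGU (9 against 26.8, ratio 0.336) and AGAG (10 against 19.2, ratio 0.520). The highest ratio over all words was larger than 1.45 in most shifts, whose mean highest ratio was 1.52, so the observed highest ratio was at percentile 30.6.

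Of the 504 sites outside the mitochondrial genome, 492 were on chromosomes and 12 on unplaced sequences. By annotation 144 (28.6%) lay in introns, 141 (28.0%) outside any gene and 61 (12.1%) opposite a gene. The 141 include the 12 sites on unplaced sequences. A further 40 (7.94%) were in snRNA genes, 35 (6.94%) in snoRNA or scaRNA genes, 38 (7.54%) in exons of protein-coding genes and 13 (2.58%) in rRNA genes. The widest lay on chromosome 17 at 39846309 to 39847157 (849 nt) in an exon of Gm26917, and the next on chromosome 17 at 39847247 to 39847724 (478 nt) in an exon of Gm42418. Both are annotated as long non-coding RNAs, and both of these sites overlap the rRNA gene CT010467.1 on the opposite strand. The others of the 5 widest lay on chromosome 6 at 3200767 to 3201208 (442 nt), outside any annotated gene, on chromosome 2 at 98666592 to 98666924 (333 nt), in an exon of Gm10800, and on chromosome 8 at 15519796 to 15520127 (332 nt), outside any annotated gene. Of the Gm10800 site, 98.2% was soft-masked repeat sequence. Sites in exons of protein-coding genes included 3 in Gm21738 and 2 each in Gm10717, Gm10800 and Gm10801, named after their values were seen. All of these were mostly soft-masked, whereas other sites of this class, such as those in Fn1 and Thbs1, held 0%. The class can therefore not be read as binding to mRNA alone.

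**Figure D4:**
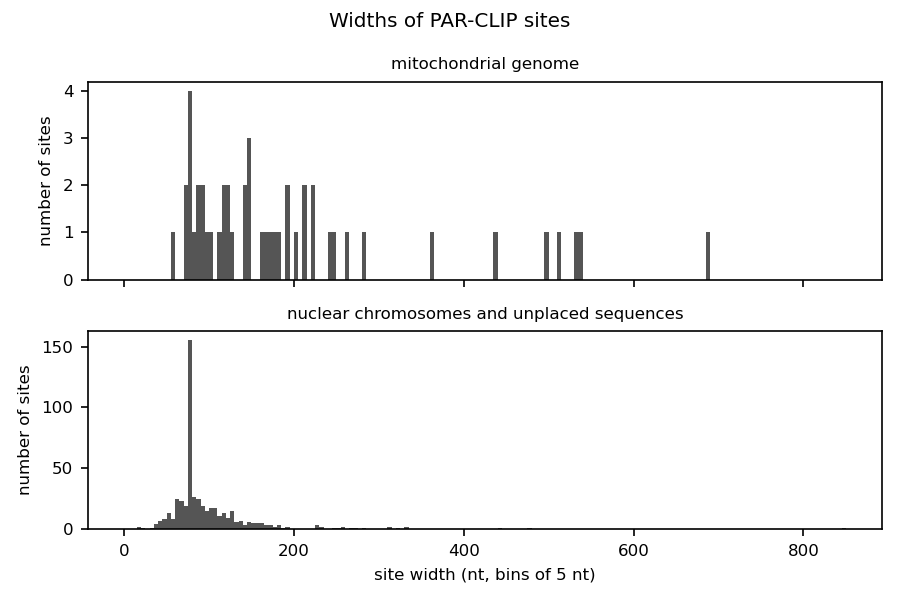
Number of sites by width in nt, in bins of equal size, for the mitochondrial genome (top) and for nuclear chromosomes and unplaced sequences (bottom). The nuclear histogram has a peak that holds the 128 sites of exactly 75 nt.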

Values the study reported

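The study reported 178 footprints for LRPPRC from RNase footprinting of mouse heart mitochondria, most of them on mRNAs. It also reported 124 footprints whose score was lower in the knockout than in controls. From PAR-CLIP in MEFs it described binding sites in mRNAs and rRNAs but not in tRNAs. Elsewhere it called the direct sites enriched in mRNAs and nearly absent from tRNAs. In both bicistronic mRNAs it described sites around the frame junction, towards the end of the first frame and the start of the next. It described 16S rRNA sites gathered mainly towards the transcript ends.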

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

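The tests of the nuclear sites and of strand assignment in this part were chosen after the results were seen. The tests of shared 14-nt words were set before their own values were known, but the one with mismatches was added after the exact one had been seen.

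Sites outside the mitochondrial genome stood out because no comparison of mitochondrial RNA uses them: there were 504. Several technical explanations were examined as the whole cause. Only 1 of the 492 sites on chromosomes (0.203%) matched the mitochondrial genome, which argues against unmasked nuclear copies of mitochondrial DNA. That site, named after its values were seen, lay in Gm13339 on chromosome 2 at 22590091 to 22590155, and all of its 65 nt were identical to mitochondrial positions 4820 to 4884. Abundant non-coding RNAs (rRNA, snRNA, snoRNA or scaRNA, tRNA, 7SL, Y RNA and ribozyme RNA) held 97 sites (19.2%), which argues against them as the cause of all, though they may account for that part. This count understates rRNA, because 11 further sites in Gm26917 or Gm42418 lie beside or opposite the rRNA gene CT010467.1 on chromosome 17. With these, with 13 sites elsewhere that match the sequence of that locus (39843013 to 39848827), and with all 12 sites on unplaced sequences, the count was 133 (26.4%), which was computed after the sites were seen. Mostly soft-masked sequence made up 33.7% of the sites on chromosomes, against 32.2% of random positions of the same widths, which argues against repeats as the whole cause. Non-specific recovery of RNA with the beads or antibody stays open, since the sites of the control sample were not analysed here. The study reported far fewer mapped reads, and a far lower share of reads aligned, in its MEF control than in the LRPPRC library. It also described the control as lacking specific alignment to mitochondrial RNA. Neither statement gives the control reads at these sites. Binding by LRPPRC outside mitochondria stays open as well. No biological explanation was tested.

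Minus-strand mitochondrial sites stood out because all of their 1167 bases lay opposite the rRNAs and none lay in a gene of their own strand. If reads of the plus-strand sites had been given the wrong strand, most of these bases would face a plus-strand site, but 69.2% faced none. The 30.8% that did was within the central 95% of shifts (percentile 14.9), so it also gives no sign that the strands avoid each other. Reads from plus-strand rRNA outside the called sites were not tested as a source. Exact inverted repeats are also argued against, since 0 of the 1050 14-nt words of these sites occurred in the plus strand as exact inverted repeats. With up to 2 mismatches, 141 of the words matched the plus strand against a shift mean of 103.2, at percentile 97.8, which is barely above the central 95% of shifts. Misalignment of short plus-strand reads may therefore contribute, but the match count was not adjusted for the high U share of these sites. Antisense RNA of the rRNA region stays open as well and was not tested. The study's list of high-confidence sites, which are footprints overlapping PAR-CLIP sites, has a minus-strand entry inside the site at 1750 to 1873. The footprints came from heart mitochondria, a separate experiment, so that entry is a sign of minus-strand RNA at this site. All other entries of that list are on the plus strand, so it gives no such sign for the other minus-strand sites. The footprint reads were not examined here.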

How the results depend on the processing

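Shifts without the control region were added after the data were examined; the other alternatives were fixed before. Of 82 alternative values, 46 stayed the same and 24 moved. A further 3 lost their place outside the central 95% of shifts, and 9 changed direction relative to the middle of the shifts. A value stayed the same when it was within the interval of the main value or on its side of the shift range. A count stayed the same when it was within a factor of 1.5 of the main count. Except where a construction is named, the cause was not tested.

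Keeping only wider sites removes sites by construction. The median of all sites (80.5 nt) left 276 of all sites, and the mitochondrial median (147.5 nt) left 24 of the 48 mitochondrial sites. With the latter, used for all mitochondrial results, the covered share fell to 51.1% of mRNA, 15.5% of rRNA and 2.13% of tRNA bases. The plus-strand share of site bases became 91.6%. The share of 16S site bases within 396 nt of either end became 37.9% and went from above to below the middle of the shifts (percentile 36.4), with 2 of the 5 sites left. The percentile of mRNA ends became 71.3 and that of the U share 32.9, both on the other side of the middle.

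With strand ignored, the covered share was 67.5% for rRNA and 12.5% for tRNA. The rRNA percentile went to 88.2, the other side of the middle, because the minus-strand sites lie opposite the rRNAs. In 50-nt windows, which count a window touched by any base, the shares were 73.3% for mRNA, 41.5% for rRNA and 20.8% for tRNA. Without the RNA with the most covered bases, they were 59.9% for mRNA (percentile 97.3, now inside the central 95% of shifts), 9.74% for rRNA and 2.03% for tRNA. The mRNA result thus rests in part on Nd4l/4. The mRNA and tRNA percentiles stayed on their side of the central 95% of shifts under the other alternatives run: wider sites, strand ignored, windows, merging, random placement and shifts without the control region. For mRNA, random placement adds no support. Sites placed independently can overlap each other and so cover less, with a mean of 40.3% of mRNA bases against 51.2% for the shifts. A high mRNA percentile there is therefore partly fixed by construction.

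Sites with at least 50% of their width, or with their midpoint, in a tRNA made up 0% of sites. The percentiles were then 9.81 and 2.54, inside the central 95% of shifts, where 0 is the lowest value possible and was also given by some of the shifts. By number of sites, the plus-strand share was 81.2%. The 16S share was 52.5% within 316 nt of either end (percentile 69.0), and 80.0% by site midpoint (percentile 90.7).

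For mRNA ends, 86.4% had a site within 100 nt (percentile 94.0) and 81.8% of 5′ ends had one within 50 nt (percentile 91.0), both above the middle of the shifts where the main value was below it. The U share was 28.7% for site bases inside mRNAs and rRNAs (percentile 7.97 among shifts of those bases) and 28.3% for plus-strand sites (percentile 18.3, or 18.8 without the control region). These percentiles lie on the other side of the middle from the main value, and none is outside the central 95% of shifts. The highest word ratio was 1.81 for 5-nt words. With mRNA and rRNA bases as background, the ratio of CACU was 1.36. That was below the 1.45 of UCCC, so CACU was no longer the highest among the words named.

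The alternatives for the authors' value per site could not be run, as the score was 0 at every site. No paired analysis was possible because only 1 library was analysed. The lack of depth values in the list limits all statements on uncovered RNA, including Nd6.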

Other observations

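The test of 75-nt sites, the comparison of U shares in and outside mRNA sites, the comparison of all 4 bases and the count of words outside their shift range were chosen after the results were seen, whereas the tests of stretches poor in U and of RNA folding were set before their values were known. The tests of tRNA avoidance and of base composition were added once the first folding value had been seen, and before their own values were.

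Of the sites outside the mitochondrial genome, 128 (25.4%) were exactly 75 nt wide, against 3 that were 1 nt narrower and 12 that were 1 nt wider. A candidate explanation is that reads of one length stacked at one start. Of the 75-nt sites 88.3% (95% Wilson interval 81.6 to 92.8%) lay outside exons and small RNA genes, against 62.0% (57.0 to 66.7%) of the 376 sites of other widths. Thinly covered background would give such a difference, but read lengths were not analysed here, and no biological explanation was tested.

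Part of the heavy-strand-encoded mRNA sequence, 37.3% of its bases, lay in no site. A lower U share outside sites as the whole cause is argued against: U made up 30.1% of these bases, against 29.0% of those in sites and a shift mean of 29.4%. That is percentile 88.6, so the difference itself is within the central 95% of shifts. A count of long stretches nearly without U decided nothing, because at this U share a stretch of at least 75 nt with under 5 U could hardly occur, and 0 of the 16 stretches of that length, Nd6 included, were so poor in U. Low depth and absence of binding both stay open and could not be separated without coverage.

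Plus-strand sites had a mean predicted unpaired probability of 0.651, against a shift mean of 0.609, at percentile 99.9. Avoidance of the folded tRNAs was not the whole cause, since with mRNA and rRNA bases only the percentile was also 99.9. After adjustment for the base itself and the base shares around it, the percentile was 81.4, inside the central 95% of shifts. Base composition may therefore account for the difference, and the unadjusted value does not show a preference for unpaired RNA. Sites held less G than the shifts did, as given above, and whether low G or low structure comes first could not be decided from these data.

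Of the 232 words of 4 nt, 32 lay outside the central 95% of their own shifts (17 above and 15 below), against a mean of 8.64 words over the shifts. The count of 32 was at percentile 99.9, outside the central 95% of shifts, whose upper limit was 18 words. The 3 words with the lowest ratios all held G, as did AGUC among the 3 with the highest. No explanation of the word counts was tested.

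The study's description quoted above can be set beside the values of the report. In tRNAs the covered share was 4.07%, at percentile 0.233, and no site had at least 50% of its width in a tRNA, while 2 sites extended into one. In Atp8/6 a site covered the whole overlap of the reading frames. In Nd4l/4 there were sites in both frames, with 209 bases in Nd4l and, over 4 sites, 1095 bases in Nd4, and the 7 bases shared by the frames lay in the gap between the Nd4l site and the nearest Nd4 site. The share of 16S site bases within 396 nt of either end was above the shift mean and within the central 95% of shifts, as was the share by site midpoint, 80.0% at percentile 90.7. With only the wider sites it was 37.9%, below the shift mean, at percentile 36.4.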
